A study of Arabidopsis thaliana with 4 samples. Its data were reported in "Interdependency of Brassinosteroid and Auxin Signaling in Arabidopsis" (2004).

How the data were processed

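RNA from whole seedlings was hybridized to 4 Affymetrix ATH1 arrays, 2 from mock-treated and 2 from IAA-treated seedlings. The groups were taken from the sample descriptions and the replicate numbers from the sample titles. The study states that its experiments used independent biological replicates and refers to earlier work for the details of the auxin experiment. The deposited values are expression intensity values per probe set on a linear scale, made by the authors with background correction, quantile normalization and probe-set summary by rma of the Bioconductor affy package. Its version is not given in the sources used here, nor is the set of arrays normalized together. That the values are RMA values taken out of log2 was judged from the methods and from the values, which run from 7.47 to 11463 with nearly equal medians in all arrays (62.1, 63.4, 62.3 and 63.5). Quantile normalization by the authors gives the arrays one shared distribution, so a change that affected most transcripts in one direction would not be visible.

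The values were taken to log2 with no pseudocount and no further normalization. Each probe set was fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3 with treatment as the only term, and p was adjusted by the Benjamini-Hochberg method over the 22746 probe sets that are not controls. A probe set was called at an adjusted p below 0.10 and B above 0, the rule stated in the study's methods. Fold changes are IAA over mock, as differences of mean log2 values. The bound printed where a group lay near background, the brighter group's log2 mean against 37.6, was chosen after the values were seen. Group means and SD are of linear values over 2 arrays. For SE and adjusted p, limma's moderated variances had 3.66 prior degrees of freedom.

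Probe sets were named through the platform's annotation table, updated through RefSeq gene names of assembly TAIR10.1. That table gave 1 gene for 13513 tested probe sets and several for 503, and it did not list 8730. Of the latter, 335 were named through the study's lists of BR-regulated transcripts and 150 through its lists of auxin-regulated transcripts, used for identity only, and 8245 were left unnamed. Where both sources named a probe set, 441 loci were equal and 7 differed, and the platform's name was kept. Because the auxin lists were chosen on these arrays, members named through them were left out of set tests and counted apart. Set tests used members named by the platform table alone. No genome was used here, so promoters were not searched for binding motifs, and no coordinates are given.

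Gene lists were written before the data were examined and after the study had been read. They were Aux/IAA, GH3 auxin conjugation, SAUR, ARF, auxin receptors, auxin transport, auxin synthesis, LBD, class II homeodomain-leucine zipper, BR signaling, BR synthesis, BR inactivation, ethylene synthesis, ethylene response, gibberellin, cytokinin, abscisic acid, jasmonate, expansin, XTH, cellulose synthesis, cell cycle, photosynthesis, root, root hair, touch and rapid stress, low oxygen, glutathione transferase, reference genes, and genes the study names. Each locus counted once, through the probe set with the highest mean. A list with at least 5 members named by the platform table (6 of 30 lists) was tested with camera of limma at a preset correlation of 0.01, again with an estimated correlation, and with fry. These tests were counted as passed at an adjusted p below 0.05, a limit that was not in the written plan. At 0.10, 5 of the 6 lists would have passed limma's camera at the preset correlation and 0 with the estimated one. Counts adjusted over the list alone cover members not named through the auxin lists, at 0.10 with no rule on B. In a short list this adjustment is slight, and with 1 member it leaves the unadjusted p. The cell cycle list had 1 measured member, *CYCD3;3*, at a log2 change of -0.08 and not called, and 0 passed when adjusted over that list alone.

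Named genes followed a rule set before the data were examined. It took the 14 largest increases and 10 largest decreases among called probe sets that name 1 gene, whose groups did not overlap and whose higher group mean reached the median value of 63.5. It also took the genes the study names and, of each other list, the called members with the 2 largest increases and the 2 largest decreases, or the member with the largest absolute change where none was called. Other members are given as examples and were chosen after their values were seen. Overlaps with the BR lists were tested with Fisher's exact test, two-sided, over all 22746 probe sets.

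The pipeline was tested on 20 simulated sets of arrays with the means and spread of the data, comparing IAA with mock over 22746 probe sets of which 200 were changed. It recovered 22.1% of 1.5-fold, 82.9% of 2-fold and 98.6% of 4-fold changes, and 10.6% of its calls were false. The data held far more small p-values, with an unadjusted limma p below 0.05 for 2298 higher and 2410 lower probe sets. There the rule on B was the stricter part of a call. The simulated shares of recovered and false calls therefore need not hold for the reported calls. With no change, the median number of calls was 0. Alternatives tried were pseudocounts of 1 and 64, added quantile normalization, median centring, leaving out the dimmest probe sets, the replicate number as a block, eBayes with trend and robust options, leaving out each array, and other thresholds, backgrounds and set-test settings.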

Results

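Transcript levels were compared between mock-treated and auxin-treated *Arabidopsis thaliana* seedlings of the Columbia wild type. Light-grown seedlings 5 days old were immersed for 2 h in water (mock, 2 arrays) or in water with 10 µM indole-3-acetic acid (IAA, the main natural auxin, 2 arrays). Total RNA was hybridized to Affymetrix arrays, which gave 1 RMA expression value for each of 22810 probe sets. After 64 control probe sets were set aside, 22746 probe sets were tested. The median value per array lay between 62.1 and 63.5. The log2 values of the mock arrays correlated with r = 0.997 across probe sets and those of the IAA arrays with r = 0.994, against at most 0.988 between a mock and an IAA array. These correlations are across probe sets, which are not independent replicates. The study describes its arrays as independent biological replicates, and with 2 per group the number of arrays limits the precision of every value given here.

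The first question was which genes respond to a short auxin treatment. IAA raised a set of classical auxin-response genes by large factors. Many of them were near background in mock. Where the lower group mean was at or below 37.6, the highest value of the 27 control probe sets for *Bacillus* genes, a fold is given as at least the brighter group's mean over 37.6, since the measured fold then depends on a value near background. That limit was set by 1 control probe set, which read 31.1 to 37.6, while no other read above 19.2. Near background here means at or below 37.6, a cautious limit, and values between 19.2 and 37.6 may lie above background. *GH3.3* (AT2G23170), an enzyme that joins IAA to amino acids, went from 27.5 ± 1.31 to 4062 ± 13.3 (SD, n = 2 in each group), which is at least 108-fold (log2 change as measured 7.21 ± 0.09 SE, limma adjusted p = 1.63e-05). *IAA29* (AT4G32280), a member of the Aux/IAA family of repressors of auxin response, rose at least 24.2-fold, from 33.8 ± 4.14 to 912 ± 31.5 (SD, n = 2). The SAUR gene AT1G29490 (SAUR genes are short, rapidly induced transcripts) rose at least 6.57-fold, from 9.93 to 248, *GH3.4* 21.3-fold and *IAA1* 20.6-fold. The probe sets of *GH3.4* and AT1G29430 are marked by the array's design as shared with similar genes. In all, 337 probe sets were increased and 85 were decreased by the rule of an adjusted p below 0.10 and a log odds B above 0 in limma. Increases were the larger changes: 194 increased and 23 decreased probe sets changed at least 2-fold, and 56 increased and 0 decreased probe sets at least 4-fold. Without the rule on B, limma gave 880 increases and 513 decreases, and an unadjusted p below 0.05 held for 2298 higher and 2410 lower probe sets. The count of increases fell to 158 without mock replicate 1 and to 196 without mock replicate 2.

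Of the remaining genes among the 14 largest increases as measured, the SAUR genes AT1G29500 and AT1G29430, *IAA19*, the root growth peptide gene *RGF6*, AT5G02760 and AT2G37030 rose between 11.1-fold and 18.7-fold. The others had mock means near background: *SAUR63* rose at least 7.07-fold, *SAUR15* at least 9.73-fold, and *XTH19*, which encodes an enzyme that cuts and rejoins xyloglucan in the cell wall, at least 6.23-fold. With 64 added to each value before the log, the log2 changes of AT1G29490, *SAUR63* and *XTH19* were 2.07, 2.04 and 1.80, and that of *GH3.3* was 5.50. In each of the 14 genes, as the rule for naming them required, both IAA arrays lay above both mock arrays. Groups that did not overlap, in either direction, were seen in 53.5% of all probe sets, where chance gives 33.3%, and in all 422 called probe sets.

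**Figure D1:**
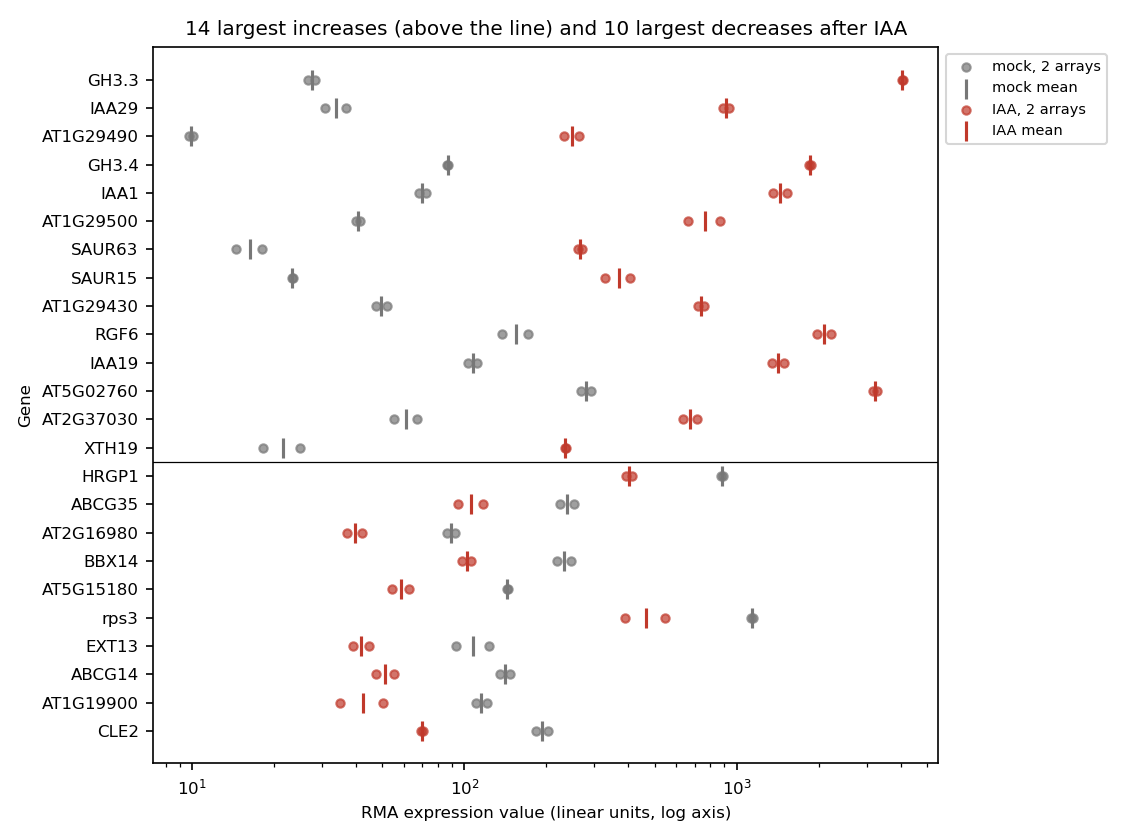
RMA expression values (linear units on a log axis) of the 14 genes with the largest increases and, under the line, the 10 with the largest decreases. Points are single arrays (2 mock in grey, 2 IAA in red) and bars are group means. *GH3.3* spans the widest range, from 27.5 in mock to 4062 after IAA, while *CLE2* fell from 193 to 69.6.

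The families that define the early auxin response were examined as lists fixed before the data were examined. Some of their members could be named only through the study's own lists of auxin-responsive genes, which were chosen on these arrays, so these members are not independent evidence of a direction and are counted apart. Members named through the study's brassinosteroid (BR) lists count as independently named, since those lists came from other arrays. They were chosen for a hormone response, however. Of the 335 probe sets named that way 62 were increased here, against 162 of 13513 named by the array's annotation. Of the 8245 unnamed probe sets 1 was called, so counts of measured members may overstate the share of a family that rose. Of 11 Aux/IAA genes named independently of these arrays, 5 rose (*IAA29*, *IAA30*, *SHY2*, *IAA6* and *IAA7*) and 6 were not called. The rises were 2 of 7 genes named by the array's annotation and 3 of 4 named through the BR lists. A further 9 Aux/IAA genes named through the auxin lists all rose, among them *IAA1* (log2 change 4.36), *IAA19* (3.73) and *IAA5* (3.22). *IAA31* (-0.28, with both group means near background) and *IAA18* (-0.05) did not pass. Of 7 GH3 genes, 6 rose, led by *GH3.3* and *GH3.4*, and *GH3.9* was not called. Its change (-0.25) is between group means of 17.6 and 14.8, both near background, so it gives no direction. The SAUR list held 38 genes, of which 21 were measured. Of 17 independently named SAUR genes, 13 rose and 4 were not called. Of these 17, 16 were named through the BR lists, and 12 of the 16 rose. Of 4 SAUR genes named through the auxin lists, 3 rose and AT1G72430 fell by 0.65 on the log2 scale, a fall that passed in 7 of 12 other settings. When p was adjusted over the list alone (at 0.10, with no rule on B), 7 Aux/IAA, 6 GH3 and 15 SAUR genes passed upward, and 1 GH3 gene, *GH3.9*, passed downward. Such passes in short lists are weak evidence of a response. An unadjusted limma p below 0.05 held for 2298 higher and 2410 lower of all 22746 probe sets. A set test was counted as passed at an adjusted p below 0.05, with no rule on B. For single genes the rule on B was the stricter part, since a limit of 0.05 in place of 0.10 gave the same 337 and 85 calls. As sets, the GH3 genes (5 named by the array's annotation, median log2 change 2.40) and the Aux/IAA genes (7 so named, median 0.35) lay above the other probe sets, with adjusted p = 1.9e-06 and 0.00235 by limma's camera test at a preset correlation. With an estimated correlation neither passed (adjusted p = 0.209 and 0.284 in limma's camera). The estimates were -0.226 for GH3 and 0.22 for Aux/IAA, so for GH3 correlation between genes cannot explain the loss. That setting rests on the few residual degrees of freedom of 4 arrays and does not decide whether the sets shift. Asked whether the average change of the members differed from 0, limma's fry test gave adjusted p = 0.000213 for GH3 and 0.00895 for Aux/IAA. The SAUR list had 1 member named by the array's annotation and received no set test.

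Transcription factor families linked to auxin were also on the lists. Of 9 class II homeodomain-leucine zipper genes listed, 3 were measured, *HAT1* and *HAT3* through the BR lists. All 3 were increased, *HAT2* by 9.97-fold, *HAT1* by 2.26-fold and *HAT3* with a log2 change of 0.66. Of the LBD genes, which include regulators of lateral root formation, the independently named *LBD29* (5.25-fold) and *LBD16* (log2 change 1.71) rose and *LBD39* was not called. Of 5 LBD genes named through the auxin lists, 4 rose, *LBD18* by at least 3.88-fold, and *LBD25* fell by 0.66 on the log2 scale to an IAA mean near background, a fall that passed in 4 of 12 other settings. Adjusted over the list alone, 3 class II homeodomain-leucine zipper and 2 LBD genes passed upward. The auxin efflux carriers *PIN3* (3.68-fold) and *PIN7* (1.92-fold, a call kept in 9 of 12 other settings) rose, and the other 4 measured transport genes were not called, *PIN4* among them at a log2 change of 0.79 (limma adjusted p = 0.0348, B below 0). Adjusted over the list alone, 4 transport genes passed upward. Neither measured Auxin Response Factor gene was called: *ARF16* had a log2 change of 0.31 ± 0.10 (SE) and *ARF8* of -0.08 ± 0.14, and 1 passed upward when adjusted over the list alone. None of 5 auxin synthesis genes was called, although 2 passed downward when adjusted over the list alone. *YUC6* was farthest from 0 at -0.47 as measured, but both of its group means (31.9 and 23.0) were near background. No member of the list of auxin receptors and their ubiquitin ligase subunits had a named probe set.

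Among genes for XTH enzymes and expansins, which act on the cell wall, calls went in both directions. The XTH list held 30 genes. Of 14 XTH genes measured, 7 rose, *XTH19* (at least 6.23-fold) and *XTH33* (3.74-fold) among them, 1 fell (*XTH26*, by 0.65 on the log2 scale with both group means near background, a call kept in 4 of 11 other settings) and 6 were not called. The rises were 3 of 9 genes named by the array's annotation and 4 of 5 named through the BR lists. Of 15 independently named expansin genes, 3 rose and 12 were not called. *EXPA8* rose 9.68-fold, from 69.2 ± 8.01 to 669 ± 62.9 (SD, n = 2). Both expansins named through the auxin lists rose, including *EXPA11* (3.39-fold). Adjusted over the list alone, 8 XTH and 6 expansin genes passed upward and 3 and 5 passed downward. Neither list reached 0.05 in limma's camera test as a set (adjusted p = 0.0783 for each at the preset correlation, which lies below 0.10, and 0.284 for each with an estimated correlation). For the average change, limma's fry test gave adjusted p = 0.00895 for the XTH genes and 0.084 for the expansins. That is no shared direction: the XTH genes named by the array's annotation had a median of 0.07 and ranged from -0.65 to 3.46. For changes in either direction, fry gave adjusted p = 0.00222 for XTH and 0.000503 for expansins. With the preset correlation the XTH list passed without mock replicate 1, without mock replicate 2, without IAA replicate 1 and without the dimmest probe sets, and the expansin list without mock replicate 2 and without IAA replicate 2. Of 3 cellulose synthesis genes 0 were called by limma, with *CESA6* farthest from 0 at 0.24, and 0 passed when adjusted over the list alone.

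Genes of other hormone pathways were next compared. The ethylene synthesis list held 14 genes, of which 5 were measured. The measured ACC synthases, which make the precursor of ethylene, rose: *ACS11* by at least 7.5-fold (mock mean 33.5) and *ACS6* (log2 change 1.05) among the independently named members, both through the BR lists, and *ACS4* (3.95-fold) and *ACS8* (1.31) through the auxin lists. The third independently named member of the ethylene synthesis list, AT1G12010, was not called (-0.40). Of the brassinosteroid (BR) signaling genes, *BEE1* (3.56-fold) and the receptor gene *BRI1* (1.78-fold, a call kept in 9 of 12 other settings) were the 2 of 5 independently named members that rose. The receptor homologs *BRL3* (at least 1.59-fold higher) and *BRL2* (2.08-fold lower) moved apart, the first in a call kept in 8 of 12 other settings. Both were named through the auxin lists, as was *BEE2*, which rose with a log2 change of 0.90. *BAS1*, an enzyme that inactivates brassinosteroids, rose 4.71-fold, and *CYP72C1*, the other BR inactivation gene measured, was not called. None of 5 BR synthesis genes was called, with values from -0.09 (*BR6OX2*) to -0.54 (*ROT3*), and 3 passed downward when adjusted over the list alone. Of the gibberellin genes, 0 of 3 independently named members were called by limma, and the 3 named through the auxin lists rose, including *GA20OX2* (2.55-fold) and *GA2OX6* (2.47-fold). The cytokinin-degrading enzyme gene *CKX6* (at least 2.57-fold) and the abscisic acid-responsive gene *RAB18* (2.17-fold, a call kept in 8 of 12 other settings) rose, again named through the auxin lists. The other 6 cytokinin and 3 abscisic acid genes were not called. Nor were the 2 ethylene response genes (*EIN3*, -0.04) or the 1 jasmonate gene (*AOS*, 0.26). Adjusted over the list alone, the counts passing upward and downward were 2 and 1 for ethylene synthesis, 3 and 1 for BR signaling, 2 and 0 for BR inactivation, 1 and 1 for gibberellin, and 1 and 0 for jasmonate. With 1 measured member, the jasmonate pass is an unadjusted limma p of 0.0964 and is no evidence of a response. For cytokinin, abscisic acid and ethylene response the counts were 0 and 0.

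**Figure D2:**
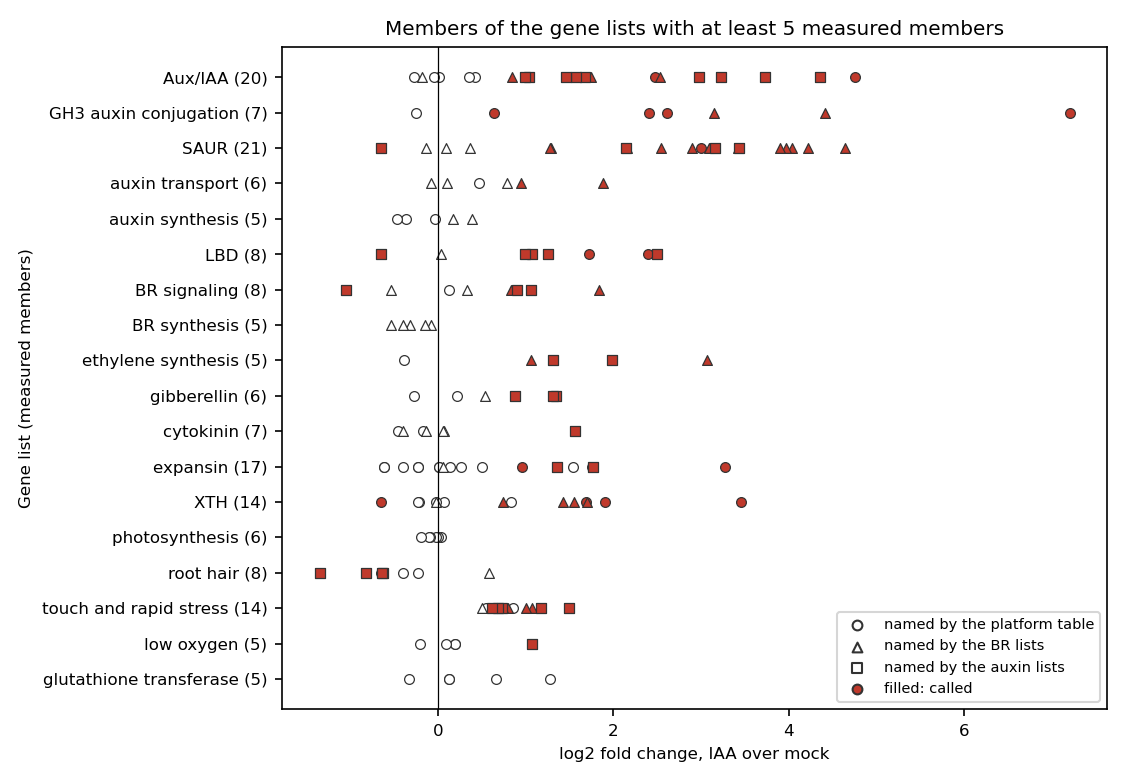
Log2 fold change (IAA over mock) of each measured member of the lists with at least 5 members. Filled symbols passed the limma rule. Circles were named by the array's annotation, triangles through the study's BR lists and squares through its auxin lists, which were chosen on these arrays. GH3 and SAUR members reached log2 changes as measured of 7.21 and 4.64, both from mock means near background, and the 6 photosynthesis genes lay between -0.20 and 0.02.

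Decreases were fewer and smaller than increases. *CLE2*, a signaling peptide gene, fell from 193 ± 13.2 to 69.6 ± 0.82 (SD, n = 2), a 2.76-fold decrease (limma adjusted p = 0.00243). AT1G19900, *ABCG14*, the extensin gene *EXT13*, the plastid gene *rps3* and AT5G15180 decreased between 2.47-fold and 2.76-fold. *BBX14*, AT2G16980, the transporter gene *ABCG35* and the wall glycoprotein gene *HRGP1* decreased between 2.19-fold and 2.28-fold. *HRGP1* is read by a probe set whose design marks sequence shared with other genes. In AT1G19900, *rps3* and *ABCG35* the call held in 8 of 12 other settings each. Of the 85 decreased probe sets, 9 were for plastid-encoded transcripts, and the 69 plastid-encoded probe sets as a whole had a median log2 change of -0.46, with 66 of them lower after IAA. The count of decreases fell to 21 without mock replicate 1 and to 20 without mock replicate 2, and reached 162 without IAA replicate 2.

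Marker genes of tissues and of handling were measured in the same samples. Of the root hair genes, 1 of 4 independently named members fell (*XTH26*, shared with the XTH list), *EXPA7* had a log2 change of -0.40 and *LRX2* one of 0.57, and neither passed. The 4 root hair genes named through the auxin lists all fell, *EXT13* by 2.56-fold and *PRP3* by 1.77-fold, the latter in 8 of 12 other settings. Of the root genes, *CASP5* fell 1.99-fold (a call kept in 9 of 12 other settings), *TIP2;3* (through the auxin lists) fell 2.19-fold and *PYK10* (-0.09) was not called. None of 6 nuclear photosynthesis genes was called by limma, with *PRK* farthest from 0 at -0.20. As a set they did not pass camera (limma adjusted p = 0.361, and 0.494 with an estimated correlation). Genes that respond to touch and handling rose in 5 of 9 independently named cases, which were 1 of 4 named by the array's annotation and 4 of 5 named through the BR lists. A further 5 of 5 named through the auxin lists rose, with *ERF6* at 2.82-fold and *WRKY33* at 2.25-fold, the latter in 10 of 12 other settings. Adjusted over the list alone, 9 touch genes passed upward. The root hair and root lists had 3 and 1 members passing downward, and 1 root hair gene passed upward. Of the low oxygen genes, 0 of 4 independently named members were called and *LBD41* (log2 change 1.07, through the auxin lists, and also an LBD gene) rose. None of 5 glutathione transferase genes passed, and *GSTU25* was the farthest from 0 at a log2 change of 1.27 ± 0.31 (SE, limma adjusted p = 0.108). That list gave a limma camera adjusted p of 0.0783 at the preset correlation and 0.287 with an estimated one. It passed at the preset correlation without mock replicate 2 and without IAA replicate 2. Of its members, 2 passed upward when adjusted over the list alone. The 4 reference genes were not called, with *GAPC2* farthest from 0 at -0.29, and neither photosynthesis, low oxygen nor reference genes had a member that passed when adjusted over the list alone.

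Among genes the study names in its text, 20 could be measured. Beyond those given above, *RGF9* (AT5G64770) rose at least 6.47-fold (mock mean 29.4), *IAA5* 9.34-fold, *PKS4* (AT5G04190) 2.66-fold and *DRT100* 1.99-fold, the last in 10 of 12 other settings. *LAX3* (-0.09), *PHOT1* (0.16) and *PHYE* (-0.21) were not called. Of the 20, 13 rose, 1 fell (*BRL2*) and 6 were not called. Of the 16 named independently of the auxin lists, 10 rose, and adjusted over the list alone 12 passed upward and 1 downward. The study chose this list partly on these arrays, so the counts are not independent evidence of a direction.

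The second question was how far the auxin response coincides with the response to brassinosteroid. The lists of BR-regulated transcripts come from the study and were chosen on other arrays, and they enter here as identifiers. Those arrays, by the study's methods, came from older seedlings treated in culture medium for somewhat longer, so the overlap compares seedlings that differed in age and treatment as well as in hormone. Of the 342 BR-increased probe sets, 83 (24.3%) were also increased by IAA, against 5.07 expected for independent lists. The odds ratio was 27.9 with a 95% interval of 20.9 to 37.0 (Fisher's exact test, two-sided, p = 1.55e-77). The number shared fell to 54 without mock replicate 1, to 61 without mock replicate 2 and to 43 with the replicate number as a block. *SAUR15*, *RGF6*, *BEE1*, *XTH19* and *BAS1* are examples on both sides. As a list the BR-increased probe sets had a median log2 change of 0.35 and 82.5% of them were higher after IAA, against 46.7% of all probe sets (limma camera adjusted p = 1.01e-32). With an estimated correlation that adjusted p was 0.0858 in limma's camera, and limma's fry test gave adjusted p = 0.00863. The camera test with an estimated correlation (0.083) had few residual degrees of freedom, so it does not decide how far correlation weakens the shift.

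The BR-decreased list behaved otherwise. Of its 296 probe sets, 2 (*CLE2* and *HOL2*) were decreased by IAA, against 1.11 expected (odds ratio 1.83, 95% interval 0.217 to 6.89, Fisher's exact test, two-sided, p = 0.304). Under the looser rule without B, 16 were shared (odds ratio 2.52, p = 0.00121 by the same exact test). In the crossed comparison, 24 BR-decreased probe sets were increased by IAA, against 4.39 expected (odds ratio 6.24, 95% interval 3.87 to 9.65, Fisher's exact test, two-sided, p = 1.84e-11). Within a background of probe sets with a mean value above 29.4 the odds ratio of this crossed overlap was 4.68 (exact p = 4.97e-09). That background leaves out only the dimmest probe sets. Uncalled BR-decreased probe sets had a median value of 152, against 63.5 for all probe sets. None of the overlap tests with the BR lists was matched on mean value, so easier detection of brighter probe sets may add to the overlaps. The number shared in this crossed comparison was 15 without mock replicate 1, 15 without mock replicate 2 and 12 with the replicate number as a block. These 24 included the GH3 genes *DFL1*, *WES1* and *GH3.17*, the carriers *PIN3* and *PIN7*, *ACS11*, *IAA7*, *HAT1*, *HAT3* and *BRI1*. Only 2 BR-increased probe sets, *CASP5* and *CYP718*, were decreased by IAA, against 1.28 expected (exact p = 0.366). The median log2 change of the BR-decreased list was 0.03 (limma camera adjusted p = 0.0309 upward, and 0.351 with an estimated correlation).

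**Figure D3:**
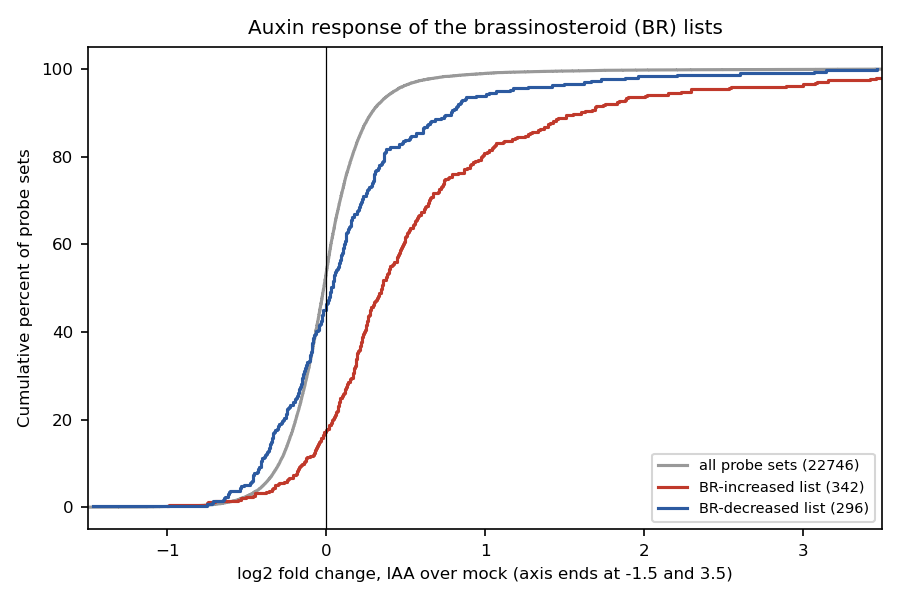
Cumulative percent of probe sets by log2 fold change (IAA over mock) for all 22746 probe sets (grey), the 342 of the BR-increased list (red) and the 296 of the BR-decreased list (blue). The red curve lies to the right of the grey one, with 82.5% of the list above 0, and the upper part of the blue curve also lies to the right of the grey one.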

Values the study reported

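The study reported 342 transcripts whose levels rose after brassinosteroid treatment and 296 whose levels fell. For its promoter analysis it placed 254 genes in a group induced by auxin alone, 258 in a group induced by brassinosteroid alone and 82 in a group induced by either hormone.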

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

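The crossed pairing was chosen after seeing the data, and all other settings before. The overlap of auxin-increased with BR-increased probe sets passed Fisher's exact test in every setting run, with odds ratios from 19.2 to 40.2, and none of the 57 called genes of the naming rule changed sign. Whether the replicate numbers mark pairs could not be settled with 2 arrays per group. Deviations of same-numbered arrays from their group means correlated at r = -0.19 across probe sets, a single contrast. The array medians, however, were alike by number (62.1 and 62.3 for replicates 1, 63.4 and 63.5 for replicates 2). With the replicate number as a block, 145 increases and 10 decreases were called, of which 141 and 10 were among those reported, and 39 of 57 called named genes passed. With the numbers crossed, the paired fit called 299 and 86. Without the rule on B the counts were 880 and 513, and with a 2-fold minimum 194 and 23. Leaving out single arrays gave 158 to 397 increases and 20 to 162 decreases and kept 43 to 54 of the called named genes, with the lone array of a group assumed to vary like the other group. The overlap of decreased with BR-decreased probe sets rested on few shared members: its odds ratio was 2.52 without the rule on B, where it passed, and 0.773 without the dimmest probe sets, where it changed direction. The cause was not tested. Of the 6 lists tested, 2 passed camera at 0.05, 0 with an estimated correlation, and 3 to 5 when single arrays were left out. Other scalings kept the share of increases among calls between 74.4% and 80.5%, against 79.9%. As for signal over background, the 27 control probe sets for *Bacillus* genes read up to 37.6, and 8498 tested probe sets lay at or below that in both groups, 9 of them called. Only 1 control probe set set this limit and no other read above 19.2, so some of these probe sets may lie above background. The mock means of 77 increased probe sets lay at or below 37.6 too, so those folds may rest on values near background.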

Other observations

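The tests of photosynthesis genes, of extensin probe sets and of root genes, and those limited to extensin probe sets above background, to plastid probe sets as bright as the photosynthesis genes and to uncalled BR-decreased probe sets at the looser rule, were chosen after the values they measure had been seen. Some called genes outside the fixed lists are given here, picked after their values were seen. Among regulators and peptides of growth signaling, *MAKR6* rose from 54.1 ± 0.356 to 493 ± 44.6 (SD, n = 2), *MAKR4* by a log2 change of 2.67, *CLE44* by 2.03 and the helix-loop-helix gene *BNQ2* by 2.55. *IAMT1*, which methylates IAA, rose by 2.08 and *WAT1*, a vacuolar auxin transporter, by 1.73. *BSK5*, a kinase of the BR signaling kinase family, rose by 1.73. The mock means of *MAKR4*, *CLE44*, *BNQ2* and *IAMT1* were near background, so the size of their increases is uncertain. Transporters of water, ions and amino acids were among the decreases: *PIP2;4* fell by 0.96, *BOR1* by 0.77, *CAX1* by 0.74, *AAP3* by 0.74 and *PHO1* by 0.61 on the log2 scale. All but *CLE44* and *WAT1* were named through the study's auxin lists.

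Transcripts encoded by the plastid genome were lower after IAA: their 69 probe sets had a median log2 change of -0.46 (quartiles -0.66 and -0.25), with medians of 10.44 and 10.38 in the mock arrays and 9.76 and 9.83 in the IAA arrays, and 9 were called, *rps3*, *psbT*, *rpl22*, *rps19* and *ndhA* the most changed. The tables argue against a shift shared by nuclear probe sets of like brightness. Of 10000 random nuclear lists matched on mean value, 0% had a median as low (lowest -0.11). The control probe sets for cre and bioD were all lower after IAA, with log2 changes from -0.37 to -0.16. Those for bioB and bioC lay between -0.07 and 0.17, and none of these controls passed limma. The nuclear draws do not cover such controls, so a technical shift outside the nuclear probe sets stays open. Less green tissue stays open: the 6 nuclear photosynthesis genes had a median of -0.0645 (lowest -0.20), but they read near the top of the range (median value 8337), where a fall can be compressed, and the 5 plastid-encoded probe sets as bright in mock also fell less (median -0.25). Whether a smaller share of RNA without a poly(A) tail in the IAA targets accounts for it was left open: the 23 mitochondrion-encoded probe sets had a median of -0.24, as that explanation needs, but they were dim (median value 35.7, near background), their median was -0.07 with 64 added to each value (plastid -0.42) and ranged from -0.09 to -0.34 when single arrays were left out, and *nad2* rose by 1.04. The control probe set for 25S ribosomal RNA read 41.0 and 33.3 in mock and 14.4 and 20.1 after IAA, a difference that did not pass limma (adjusted p = 0.219 over the 64 controls). An effect of auxin on plastid transcripts stays open, since it was not tested apart from RNA preparation.

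Some extensin and root hair genes, grouped after their values had been seen, were lower after IAA. Of 12 members named independently of the change, 5 were called as decreased and 7 were not called, with AT1G26250 (1.05) and *LRX2* (0.57) above 0, and the median log2 change was -0.53. The 3 whose probe sets are marked as sharing sequence had a median of -0.90. The 9 others had one of -0.23, which leaves a part for shared probes open, since *XTH26*, AT1G26240 and AT4G08370 were near background in both groups and AT1G26250 and *LRX2* in mock, and the 6 with either mean above background had a median of -0.32 (quartiles -0.63 and 0.37), 4 of them lower and AT3G54580 called at -0.70. A smaller share of root in the IAA samples cannot be told apart from a change within root hairs, because only 2 root genes were named independently, with a median of -0.54 (*CASP5* -0.99 and *PYK10* -0.09), and an effect of auxin on root hair genes stays open as well.

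A hypothesis was that the coincidence of auxin and BR responses continues below the threshold of a call. For the increased direction, the 257 BR-increased probe sets not called here had a median log2 change of 0.22, above that of 100% of 10000 random uncalled lists matched on mean value (highest 0.05). That outcome is no separate evidence, since it largely followed from the shift of the whole list given above. Of its 342 probe sets 82.5% were higher after IAA and 83 were called as increased, so most uncalled members had to be higher. The random draws also ignore correlation between genes. For the whole BR-increased list limma gave adjusted p = 0.0858 in camera with an estimated correlation and 0.00863 in fry. Both tests include the 83 called increases, so they do not tell whether the uncalled members shift by themselves. The shift of the uncalled members may reflect a shared response, but it was not tested with correlation between genes taken into account. For the decreased direction the hypothesis stays open: the 270 uncalled BR-decreased probe sets had a median of 0.00, and 15.2% of the matched lists had a higher one, but members went both ways (quartiles -0.21 and 0.21), so the median does not decide. At a limma adjusted p below 0.10 without the rule on B, 14 of them were lower, against 5.18 expected (odds ratio 2.86, Fisher's exact test, two-sided, p = 0.00077), and 20 were higher, against 6.57 expected (odds ratio 3.29, exact p = 1.13e-05). These 2 tests were not matched on mean value. The 270 probe sets had a median value of 152, against 63.5 for all probe sets. The excess in both directions therefore cannot be told apart from easier detection of brighter probe sets.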
